A study of Mus musculus with 8 samples. Its data were reported in "Patterning Defects in Mice with Defective Ventricular Wall Maturation and Cardiomyopathy" (2025).

How the data were processed

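Poly(A) RNA from ventricles of mouse hearts at E15.5 was sequenced in 2 genotypes. The genotype called *Nrg1GOF* here carries a Cre-dependent *Nrg1* transgene at the Rosa26 locus and the cardiac driver *Nkx2.5 Cre*, so that neuregulin-1, a secreted ligand of ErbB receptors, is overproduced in cells of the *Nkx2.5* lineage. The other genotype is wild type (WT). Each group holds 4 libraries (8 in all), and group and replicate number were taken from the sample titles. The labels state 1 ventricle sample per replicate, 100 ng of input RNA, directional poly(A) libraries and single reads of 60 bases, with base calls converted by CASAVA 1.8.

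The authors deposited RSEM expected counts per gene, made against GRCm38 with Ensembl release 91 as the table's name states. Expected counts share a read that fits several genes between them by estimated abundance, so they need not be whole, and between 8.4% and 13.2% of the values of a library were not. The RSEM version, the aligner, any trimming and the strand setting were not stated, and the values had not been scaled for depth or gene length. The table lists 53465 Ensembl gene identifiers, of which 53274 were matched to a symbol, and 191 were used by identifier only. Coordinates, biotypes, GC content and transcript length came from GENCODE M21, which is also on GRCm38 but is a later annotation release than the one used for counting. Gene boundaries can therefore differ from those behind the counts.

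Expected counts were rounded to whole numbers. Genes were kept with the filterByExpr function of edgeR (version 4.0.16, R 4.3.3), libraries were scaled by trimmed mean of M-values (TMM), and *Nrg1GOF* was compared with WT by the quasi-likelihood F-test of edgeR with genotype as the sole term. The study's methods also used a generalised linear model of edgeR and a false discovery rate of 0.05. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene with an adjusted p under 0.05 is described as called. Levels are given in CPM, counts-per-million on the TMM-scaled library size. Fold changes are log2 values of *Nrg1GOF* over WT, and the standard error (SE) is the absolute log2 fold change divided by the square root of F. All tests were two-sided. On counts simulated from the means and sizes of these libraries, with 200 of 15580 genes changed by known folds, the test recovered 175 of them (87.5%) and made 182 calls, of which 7 were false. With no gene changed it made 1 call. All planted changes were of at least 1 on the log2 scale, and the libraries were drawn independently of each other. These rates therefore do not cover smaller changes or libraries that are not independent.

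The genes named in the text were fixed by rule before the data were examined: *Nrg1*, the 12 ventricular wall markers examined in the study, *Nkx2-5* and *Gt(ROSA)26Sor* as the driver and insertion loci, and the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes with a symbol, an average log2 CPM of at least 1 and no overlap between the groups. The strongest protein-coding changes were added under the same rule after pseudogenes were seen among the first choice. Gene lists for ERK feedback targets, mitosis, the conduction system, atrial myocardium, endothelium and red blood cells were also written beforehand and tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over the 6 lists.

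Replicates in both groups are numbered 1 to 4 in the sample titles, which is the sole source of any pairing. The embryos of the 2 genotypes are different animals, and the titles do not say whether equal numbers share a litter or a batch. The replicate number was therefore left out of the main design and fitted as a block as an alternative. Other alternatives fixed beforehand were the likelihood ratio test of edgeR, DESeq2 (1.42.0), limma-voom, 3 other scalings, 2 other filters on low counts, unrounded counts, a covariate of 4 Y-linked genes, stricter thresholds, an estimated inter-gene correlation for camera and leaving out each library in turn. Chosen after the data were seen were summing WT libraries that fell into close pairs, comparison with each WT pair alone, thinning all libraries to the smallest total, an offset for GC content and transcript length (with and without the block), a covariate of 6 atrial genes, and adding processed pseudogenes to their parent gene. For the last of these, processed pseudogenes were aligned to protein-coding transcripts with BLAST+ 2.17.0, and 2180 of 9021 had a parent at 95% identity or more over at least 80% of their length.

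Library totals ranged from 8038641 to 26786039 counts. The smallest level that a library could show, taken as 3 counts, lay between 0.112 and 0.373 CPM of the unscaled total. These floors cover counting error only, because reads carried no molecular identifiers and PCR duplicates are not independent molecules. No library was left out. Reads were not used here, so sequence variants, strandedness and transcript structure were not analysed. The other mouse model examined in the study was not analysed here.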

Results

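Gene expression was measured by RNA-seq in ventricles of mouse embryos at E15.5, with 4 *Nrg1GOF* and 4 WT libraries. The comparison asks how overproduction of neuregulin-1 by cells of the cardiac *Nkx2.5* lineage changes the ventricular transcriptome, and in particular markers of the trabecular myocardium, the compact myocardium and the ventricular conduction system. *Nrg1GOF* libraries 1 to 4 held 21970987, 20578081, 22547833 and 8038641 counts, and WT libraries 1 to 4 held 26786039, 18754259, 24929116 and 24623952 counts. *Nrg1GOF* library 4 was therefore the shallowest of the 8, with 19050 genes detected against 21430 to 22302 in the others. Transcripts of mitochondrial genes made up 3.10% to 4.35% of the counts in *Nrg1GOF* and 4.30% to 5.78% in WT. The share was thus mostly lower in *Nrg1GOF*. The groups overlapped only in that *Nrg1GOF* library 3 (4.35%) lay just above WT library 1 (4.30%). After filtering on low counts, 15580 genes were tested.

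The first principal component of log2 CPM carried 41.7% of the variance and separated the genotypes. The second carried 16.5% and separated WT libraries 1 and 2 from WT libraries 3 and 4, with *Nrg1GOF* library 3 and, close to 0, *Nrg1GOF* library 2 on the side of the latter. Within WT, log2 CPM correlated across genes at 0.989 for libraries 1 and 2 and at 0.991 for libraries 3 and 4, against 0.980 for each of the other pairings. Genes are not independent replicates, so these coefficients only describe closeness. The median chi-square statistic per gene was 1.03 for WT libraries 1 and 2 and 0.869 for WT libraries 3 and 4, where counting noise alone gives 0.455. The members of each pair thus differed by more than counting noise and were not counted as 1 sample in the main comparison. Libraries prepared separately from shared tissue or RNA could differ as much, so this does not show that they are independent. The labels name no litter, date or sequencing batch for this split, and each WT pair holds no *Nrg1GOF* library, so a comparison of the genotypes within such a batch was not possible.

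**Figure D1:**
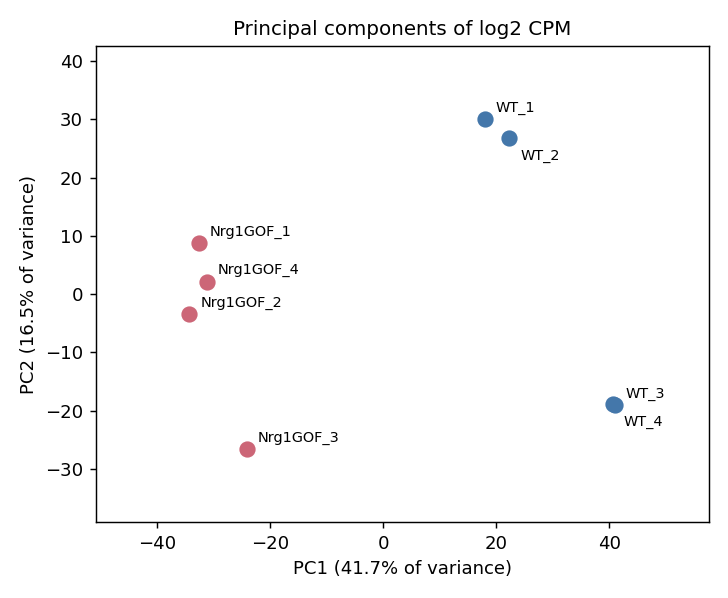
Principal components of log2 CPM for the 8 libraries, with PC1 (41.7% of variance) on the x axis and PC2 (16.5% of variance) on the y axis, in arbitrary units. Each point is a library (blue, WT; red, Nrg1GOF). The Nrg1GOF libraries lie between -34.2 and -24.1 on PC1 and the WT libraries between 18.0 and 41.0, and PC2 splits WT into libraries 1 and 2 (30.1 and 26.8) and libraries 3 and 4 (-19.0 and -18.8).

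*Nrg1* (ENSMUSG00000062991, GRCm38 chromosome 8, 31814551 to 32884029, minus strand) was examined first as a check of the genotypes. Its level was 60.7, 59.7, 63.7 and 63.1 CPM in *Nrg1GOF* libraries 1 to 4 and 4.17, 4.42, 3.07 and 4.47 CPM in WT libraries 1 to 4. The group values were 61.8 ± 1.90 CPM (SD, n = 4) and 4.03 ± 0.65 CPM (SD, n = 4), a log2 fold change of 3.94 (SE 0.10, edgeR quasi-likelihood adjusted p = 8.26e-08). Every *Nrg1GOF* library was higher than every WT library. The alternative that moved this value most was thinning all libraries to equal depth, with a log2 fold change of 4.10. Counts do not tell transgene transcripts from those of the endogenous gene.

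Across the transcriptome, 4467 of the 15580 tested genes (28.7%) had an adjusted p under 0.05, of which 2474 were higher and 1993 lower in *Nrg1GOF*. Libraries with the same replicate number showed a mean correlation of 0.111 between their deviations from the group means. The mean was -0.037 for libraries with different numbers, and the 16 pairings ranged from -0.263 to 0.199. Deviations cancel within each group, so the mean for different numbers largely follows from that for same numbers and is no separate comparison. With the replicate number as a block, 4524 genes were called (2407 higher, 2117 lower), of which 4093 were shared with the fit without the block, all in the same direction. Higher genes made up 55.4% of the calls under TMM scaling and 65.4% when libraries were scaled by their total alone (2874 higher, 1521 lower). In 4789 genes (30.7% of those tested) all libraries of a genotype lay on the same side of all libraries of the other, where random assignment of 4 against 4 gives 2.86%. Most changes were small. A minimum log2 change of 1 moved the count most, to 724 genes (582 higher, 142 lower), and among the alternative models it was the covariate of atrial genes, with 1444 genes. When WT libraries 1 and 2 and WT libraries 3 and 4 were summed to 1 sample each, 2464 genes were called, of which 2440 were shared with the fit of 8 libraries.

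**Figure D2:**
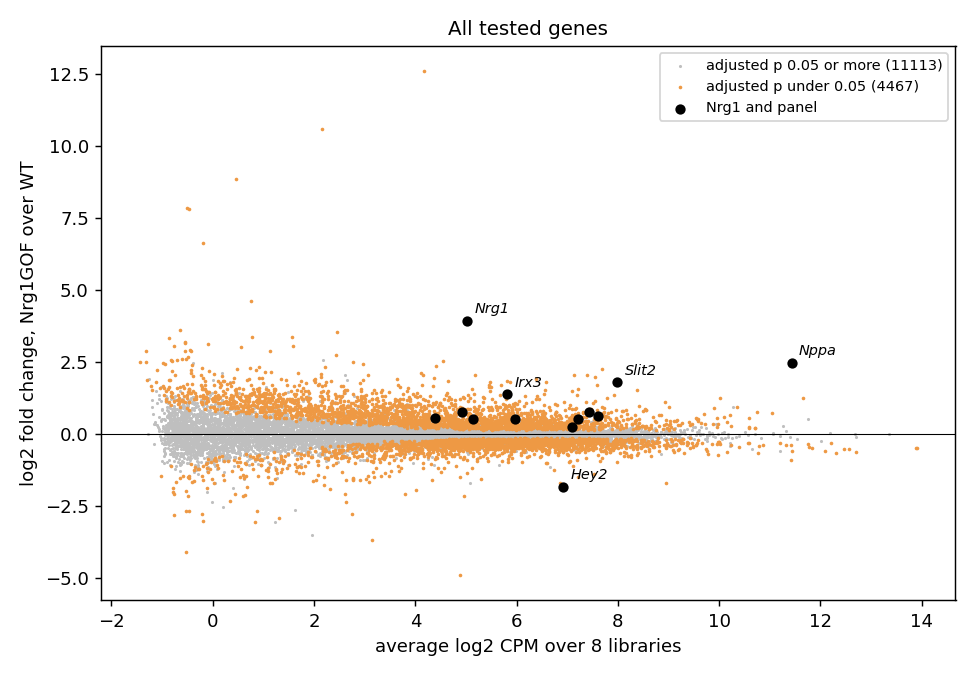
Log2 fold change of Nrg1GOF over WT (y axis) against average log2 CPM over the 8 libraries (x axis) for all tested genes. Orange points are the 4467 genes with an adjusted p under 0.05, grey points are the other tested genes, and black points are Nrg1 and the 12 markers, with Nrg1 at 3.94, Nppa at 2.48, Slit2 at 1.82, Irx3 at 1.39 and Hey2 at -1.82. The few points above 7.5 are genes with no counts in WT.

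The 12 ventricular wall markers were next compared. All 12 were called, both over all tested genes (largest adjusted p = 0.0229) and when adjusted over the 12 markers alone (largest adjusted p = 0.00503). With the replicate block, 12 were called as well. In each of the 12 the groups did not overlap, 11 being higher and 1 lower in *Nrg1GOF*. The lower gene was the compact myocardium marker *Hey2* (ENSMUSG00000019789, chromosome 10, 30832359 to 30842801), which went from 187 ± 8.81 CPM in WT to 52.9 ± 1.37 CPM in *Nrg1GOF* (SD, n = 4 each), a log2 fold change of -1.82 (SE 0.05, adjusted p = 1.14e-07). *Nppa* (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) was the most abundant marker, with 840 ± 49.7 CPM in WT and 4684 ± 1061 CPM in *Nrg1GOF* (SD, n = 4 each), a log2 fold change of 2.48 (SE 0.16, adjusted p = 9.92e-06). *Slit2* (ENSMUSG00000031558, chromosome 5, 47983138 to 48307733) rose from 113 ± 19.3 to 396 ± 50.1 CPM (SD, n = 4 each), a log2 fold change of 1.82 (SE 0.13, adjusted p = 2.07e-05). *Irx3* (ENSMUSG00000031734, chromosome 8, 91798525 to 91802067) rose from 31.2 ± 3.05 to 82.4 ± 15.6 CPM (SD, n = 4 each), a log2 fold change of 1.39 (SE 0.13, adjusted p = 7.31e-05).

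The other trabecular and conduction markers rose by less than 1 on the log2 scale, so that 4 of the 12 markers passed a minimum change of 1. The log2 fold change was 0.77 (SE 0.09) for *Bmp10*, 0.64 (SE 0.06) for *Cgnl1*, 0.54 (SE 0.12) for *Irx2*, 0.52 (SE 0.06) for *Etv1* and 0.51 (SE 0.07) for *Gja5*, with adjusted p from 0.000122 for *Cgnl1* to 0.00797 for *Irx2*. *Hcn4* had a log2 fold change of 0.76 (SE 0.18, adjusted p = 0.0106), from 22.6 ± 5.93 CPM in WT to 37.7 ± 5.42 CPM in *Nrg1GOF* (SD, n = 4 each). It was the marker that lost its call with the atrial covariate, where its log2 fold change was 0.17 (adjusted p = 0.490). *Irx1* and *Plk2* were the weakest calls, at 0.55 (SE 0.15, adjusted p = 0.0229) and 0.25 (SE 0.06, adjusted p = 0.0134). Both lost their call when the WT pairs were summed (adjusted p = 0.0904 and 0.0754) and against WT libraries 3 and 4 alone (adjusted p = 0.102 and 0.0838), and *Irx1* also in 3 of the 8 fits that each left out a library. *Plk2*, which marks compact myocardium in the human heart, was thus higher while *Hey2* was lower. For the mouse heart, however, the paper places *Plk2* and *Cgnl1* transcripts mainly in endocardium and endothelium. Neither rise need therefore come from cardiomyocytes. *Irx3*, *Gja5* and *Nppa* overlap annotated genes on the opposite strand, and since the strand setting of the counting was not stated, a contribution of antisense reads to their values was not excluded.

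**Figure D3:**
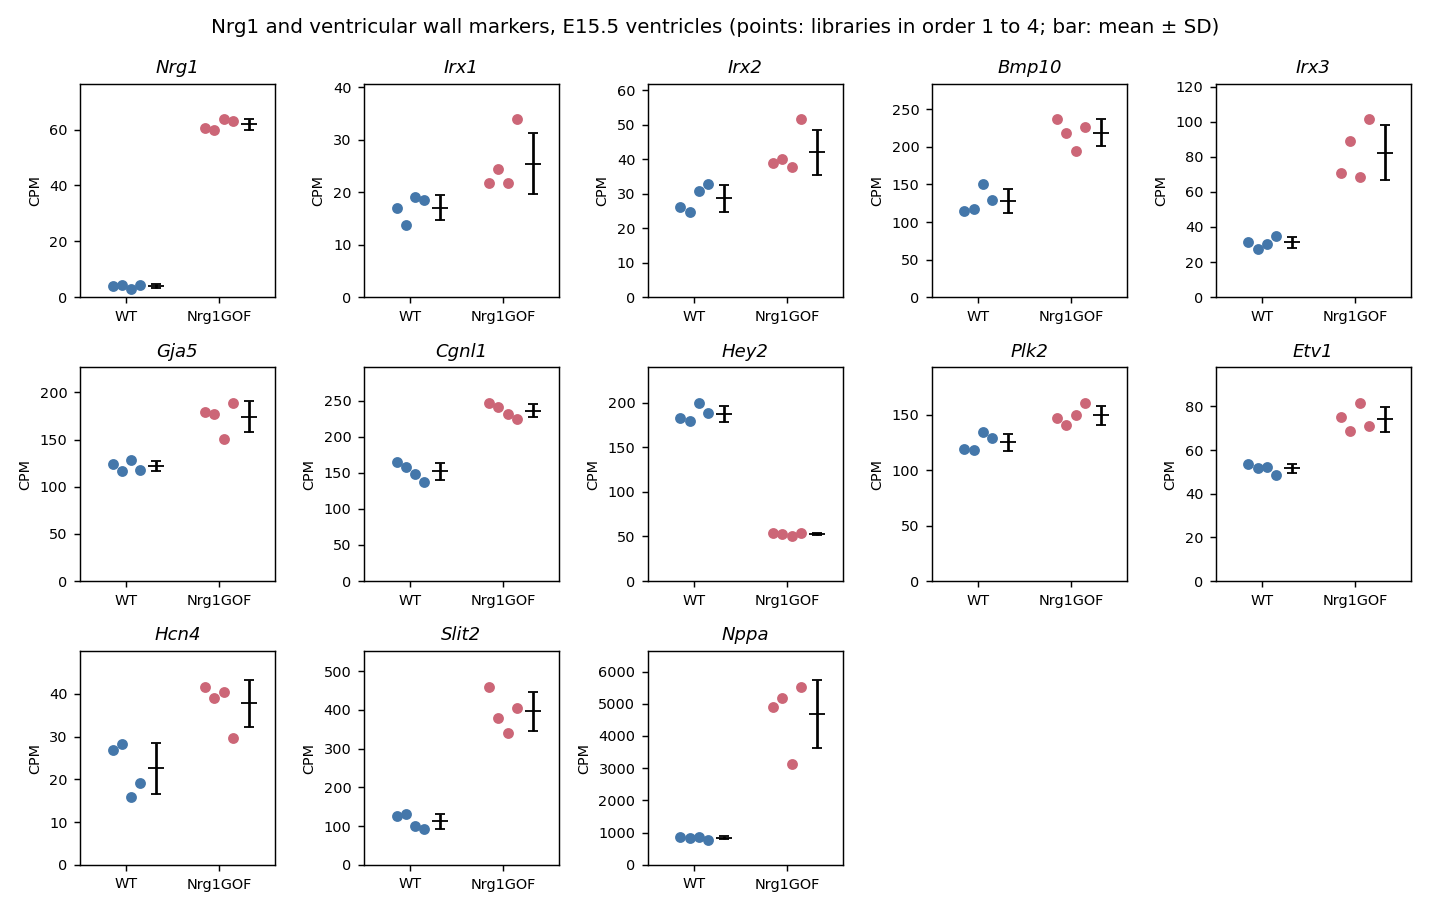
CPM (y axis, linear and starting at 0 in each plot) of Nrg1 and the 12 markers in WT (blue) and Nrg1GOF (red). Points are libraries 1 to 4 from left to right, and the black bar is the mean ± SD of the 4 libraries. The groups do not overlap in any of the plots, with Hey2 at 179 to 199 CPM in WT and 51.0 to 54.1 CPM in Nrg1GOF, and Hcn4 at 28.3 CPM in the highest WT library and 29.8 CPM in the lowest Nrg1GOF library.

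The loci used to build the model were not detectably changed. *Nkx2-5* (ENSMUSG00000015579, chromosome 17, 26838664 to 26845009) was at 104 ± 2.13 CPM in WT and 103 ± 20.05 CPM in *Nrg1GOF* (SD, n = 4 each), a log2 fold change of -0.03 (SE 0.12, adjusted p = 0.887), although an offset for GC content and length gave -0.15 (adjusted p = 0.0289). *Gt(ROSA)26Sor* (ENSMUSG00000086429, chromosome 6, 113067428 to 113077333) was at 9.46 ± 3.10 and 7.01 ± 2.04 CPM (SD, n = 4 each), a log2 fold change of -0.40 (SE 0.26, adjusted p = 0.292). It overlaps *Thumpd3* on the opposite strand, which makes its value uncertain, and against WT libraries 3 and 4 alone it was called (log2 fold change -0.74, adjusted p = 0.0366).

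Of the 5 genes with the highest log2 fold change under the naming rule, 3 were processed pseudogenes, namely *Gm10020*, *Gm8420* and *Gm10036*, and the others were *Nrg1* and *Gdf15*. *Gm10020* had no counts in WT and 36.9 ± 9.12 CPM in *Nrg1GOF* (SD, n = 4), at least 225-fold higher than the level that 3 counts stand for. *Gm8420* had no counts in WT and was at least 54.9-fold higher, and *Gm10036* had a log2 fold change of 3.38 (SE 0.56, adjusted p = 0.00161). The gene with the lowest log2 fold change was also a processed pseudogene, *Rpl15-ps3*, at 56.5 ± 14.7 CPM in WT and with no counts in *Nrg1GOF* libraries 1, 2 and 4. Its adjusted p was 0.00150, and 0.0694 with DESeq2. *Gm10020*, *Gm8420* and *Rpl15-ps3* align to *Rpl15* at 99.7%, 96.6% and 100% identity and *Gm10036* to *Rpl11* at 99.3%, so their counts share reads with near-identical sequences and are uncertain. *Rpl15* and its listed copies summed did not detectably differ between the groups (459 ± 25.3 CPM in WT, 468 ± 49.1 CPM in *Nrg1GOF*, SD, n = 4 each, edgeR quasi-likelihood adjusted p = 0.824).

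Among protein-coding genes under the naming rule (average log2 CPM of at least 1 and no overlap between the groups), *Gdf15* (chromosome 8, 70629393 to 70632456) followed *Nrg1* with a log2 fold change of 3.06 (SE 0.22, adjusted p = 1.98e-05), from 0.67 ± 0.14 to 5.65 ± 0.93 CPM (SD, n = 4 each). Its counts were low, from 12 to 19 per WT library. The next were *Syt12* at 2.88 (SE 0.28), *Sost* at 2.75 (SE 0.30) and *Moxd1* at 2.53 (SE 0.23), which with *Ppp1r1b* were chosen after their values were seen. The strongest fall under this rule was that of *Lrtm1* (chromosome 14, 29018208 to 29033645), with a log2 fold change of -3.66 (SE 0.20, adjusted p = 3.85e-06) from 15.6 ± 0.72 to 1.35 ± 0.60 CPM (SD, n = 4 each). *Arhgap36* followed at -2.91 (SE 0.31), and then *Kcnd2* (chromosome 6, 21215503 to 21729805), with a log2 fold change of -2.76 (SE 0.18, adjusted p = 1.06e-05) from 11.2 ± 0.35 to 1.59 ± 0.48 CPM (SD, n = 4 each). *Cdh20* fell by 2.37 (SE 0.15) and *Ppp1r1b* fell by 2.17 (SE 0.08) on the log2 scale. *Lrtm1* overlaps *Cacna2d3* on the opposite strand, and *Arhgap36* was at 15 counts or fewer in each *Nrg1GOF* library.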

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

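In groups of 4 libraries, a value was singled out when its gap to the nearest other library was large against the range of the group (Dixon's test). Of 74 such groups of values, 4 held an outlying library, where chance at 1 in 20 gives 3.7, so the number alone carries no information. The tests of depth and of *Rpl15* copies described here were chosen after the results were seen.

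The total of *Nrg1GOF* library 4 (8038641 counts) lay far below the other *Nrg1GOF* totals, with a gap of 0.864 of the range. Low depth raises the counting error of this library. When all libraries were thinned to its total, 3475 genes were called, of which 3306 were shared with the fit at full depth, and without this library 4261 were called. Depth is therefore not an explanation for the bulk of the 4467 calls, and no biological explanation of a library total was tested.

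*Nrg1GOF* library 4 was also outlying for *Irx2* (51.6 CPM against 37.7 to 40.1 CPM in the other *Nrg1GOF* libraries, ratio 0.832) and for *Lrtm1* (2.25 CPM against 1.00 to 1.13 CPM, ratio 0.893). The *Lrtm1* value rests on few counts (18 to 25 per *Nrg1GOF* library), so counting error of the shallow library is a candidate explanation that the 3475 calls after thinning do not address for a gene at this level. The *Irx2* value rests on 413 counts or more per library. Without library 4 both genes kept their direction and their call. Neither outlying value was traced to a cause.

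*Rpl15-ps3* had 6.29 CPM in *Nrg1GOF* library 3 and no counts in the other 3 *Nrg1GOF* libraries (ratio 1). Since this pseudogene is identical to *Rpl15* over the aligned length, RSEM may divide the same reads differently between libraries. The sum of *Rpl15* and its copies showed no detectable change (edgeR quasi-likelihood adjusted p = 0.824), as reads moving between copies would give. Its SD of 49.1 CPM in *Nrg1GOF* was larger than the 36.9 CPM of *Gm10020*. The sum therefore cannot exclude a change in the amount of a single copy. A sequence variant of *Rpl15* or of a copy, carried by part of the embryos through strain background, would also move reads between copies. Such a variant was not tested, because reads were not used here.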

How the results depend on the processing

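Of 1018 values recomputed under an alternative, 981 kept their direction and their side of the threshold or, for counts of genes, stayed within 1.5 times the reported count. Of the rest, 14 counts moved, 13 values weakened, 4 strengthened and 6 reversed. The log2 fold change of *Nrg1* stayed between 3.80 and 4.10. The count of called genes ranged from 3239 to 4261 across the 8 fits that each left out a library, and with them the markers called from 11 to 12.

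A threshold of 0.01 left 2535 genes (1503 higher, 1032 lower), and a minimum log2 change of 1 left 724 (582 higher, 142 lower) and 4 of the 12 markers. These follow from the threshold itself. With the WT pairs summed, 2464 genes were called (1548 higher, 916 lower). This removes samples as well as any dependence within the pairs, and which of these lowered the count was not tested. Against WT libraries 1 and 2 alone, 2999 genes were called, of which 1308 were lower, and against WT libraries 3 and 4 alone 4487 were called. Summing the WT pairs and comparing with WT libraries 3 and 4 alone each left 10 of the 12 markers called, without *Irx1* and *Plk2*. The atrial covariate left 1444 genes (878 higher, 566 lower). The covariate differs between the genotypes and takes up part of the contrast, and the cause was not tested further. The other models, scalings and filters gave 3475 to 5210 genes, the highest with the replicate block and the offset for GC content and length together. Scaling by library total moved the median log2 fold change by 0.044 and the share of higher calls from 55.4% to 65.4%.

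Among the gene lists, the conduction list outside the markers weakened to a median log2 fold change of 0.24 and the atrial list to 0.013 with the atrial covariate, the latter by construction. With the inter-gene correlation estimated from the data both lost significance at unchanged medians of 0.62 and 0.73 (adjusted p = 0.175 and 0.196, within ranges of 0.000955 to 0.203 and 0.000955 to 0.393 over all alternatives). The red blood cell list was lower against WT libraries 1 and 2 alone, at -0.69, and reversed to 0.47 against WT libraries 3 and 4 alone, so the WT pairs differed in these transcripts. The lists have no value under the likelihood ratio test and DESeq2, for which camera was not run.

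*Nkx2-5*, which was near 0, reversed to 0.11 with the atrial covariate and to 0.013 when scaled by library total, and ranged from -0.14 to 0.063 across the fits that each left out a library. Its adjusted p lay between 0.0289 and 0.949 over all alternatives. *Gt(ROSA)26Sor* reversed to 0.081 against WT libraries 1 and 2 alone. Neither cause was tested. Among single genes, these included, 9 values weakened and 3 strengthened. They belong to *Irx1*, *Plk2*, *Hcn4* and *Rpl15-ps3* (weaker) and to *Nkx2-5* and *Gt(ROSA)26Sor* (stronger). Depth limits low levels most in *Nrg1GOF* library 4, where 3 counts stand for 0.373 CPM of the unscaled total, against 0.112 to 0.160 CPM in the other libraries.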

Other observations

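The tests of the gene lists, of embryo sex and of *Nkx2-5* were fixed before the data were examined, and those of marker splits, the atrial covariate, depth, GC content, WT pairs, loci and sex mixture were chosen after the results were seen.

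The 8 libraries can be split into 4 and 4 in 35 ways. Of the 8 splits that, as the real one does, part all 4 same-numbered pairs, 1 (the real one) gave as many genes with an adjusted p under 0.05, and 1 of 8 gave as many called markers. The smallest share that 8 splits can give is 0.125, so this comparison cannot exclude chance at 0.05. Among all 35 splits, those outside the 8 leave 1 or more same-numbered pairs together. The next largest count of any split was 1 gene, with no marker called. Every split other than the real one mixes the genotypes within both of its groups. A genotype effect then widens the spread within groups and lowers the count, so these small counts do not describe chance alone. At an unadjusted p under 0.05 those other splits gave 41 to 2164 genes, against 6126 for the real one.

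ERK feedback target genes were a fixed list of 10 genes that rise when the RAS-MAPK cascade is active, a cascade that ErbB receptors feed. All 10 were higher in *Nrg1GOF* and called, with a median log2 fold change of 1.15 (camera adjusted p = 2.27e-10, and 1.42e-08 with the replicate block). The largest changes were those of *Etv4* (2.11), *Etv5* (1.71) and *Dusp4* (1.67). Over 26 alternatives the median stayed between 1.13 and 1.22, the adjusted p reached at most 0.0129, and 9 or 10 of the genes were higher, the 9 being under the atrial covariate. The direction held under each scaling, after thinning to equal depth and with the offset for GC content and length. A hypothesis consistent with these values is that the transgene raises ERK signalling in the ventricle, but the counts do not show in which cells.

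Genes of mitosis were lower. All 20 genes of the fixed list fell, 19 of them with a call, with a median log2 fold change of -0.35 (camera adjusted p = 2.27e-10, and 1.13e-08 with the replicate block). All 20 were lower under each of the 26 alternatives, the scalings, equal depth and the offset for GC content and length included, with medians from -0.37 to -0.31 and an adjusted p of at most 0.0123. The number of genes with a call varied more. It was 9 with the atrial covariate, 14 with the WT pairs summed and 20 with the offset for GC content and length. *Mki67* was the gene without a call (log2 fold change -0.23, adjusted p = 0.214), and *Ccnd1*, a cyclin of the ERK list, rose by 0.43. A ventricle with overproduced neuregulin-1 may thus hold a smaller share of dividing cells at E15.5. Whether this reflects cardiomyocytes or another cell type was not tested.

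Conduction genes outside the 12 markers were higher as a list, with 10 of 11 genes up and a median log2 fold change of 0.62 (camera adjusted p = 0.00564, and 0.01001 with the replicate block), led by *Nppb* (2.25) and *Cntn2* (2.14). The adjusted p reached 0.203 over the alternatives, with the atrial covariate. Atrial genes were higher too, 6 of 6 with a median of 0.73 (adjusted p = 0.00880, and 0.0106 with the replicate block). Atrial tissue left on the dissected ventricles could produce such a rise, and so could expression of these genes by the ventricle itself. With the mean of the atrial genes as a covariate, 11 of the 12 markers were still called, so carried-over atrium does not account for the markers as a whole. *Hcn4* is the exception among the markers, with a log2 fold change of 0.17, and cannot be told apart from that explanation. The conduction list outside the markers also weakened with this covariate, to a median of 0.24 with 7 of 11 genes higher (camera adjusted p = 0.203). Carried-over atrium is therefore not excluded for that list either. In *Nrg1GOF* library 4, whose atrial score of 5.26 lies between those of WT libraries 1 and 2 (5.36 and 5.19), *Hcn4* was at 29.8 CPM against 26.8 and 28.3 CPM there, while *Nppa* and *Irx3* were at 5523 and 101 CPM, the highest of the 8 libraries.

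Other sources of the calls were examined. The endothelial list was not significantly higher (median log2 fold change 0.08, 8 of 12 genes higher, adjusted p = 0.135). Of its genes 6 were called, with *Plvap* (0.80), *Emcn* (0.67), *Tek* (0.45), *Npr3* (0.37) and *Tie1* (0.28) up and *Cldn5* (-0.83) down. With scaling by library total 11 of the 12 were higher (adjusted p = 0.0828), and over all alternatives the adjusted p lay between 0.0590, with the atrial covariate, and 0.282, so a small rise is not excluded. The red blood cell list gave a camera adjusted p of 0.559, but the WT pairs gave opposite results. It was lower against WT libraries 1 and 2 alone (median log2 fold change -0.69, camera adjusted p = 6.93e-05). Against WT libraries 3 and 4 alone it was higher (0.47, camera adjusted p = 0.0245). The value of 0.559 therefore does not exclude a different amount of blood as a source of some calls. With the Y-linked covariate 4106 genes were called, and with the offset for GC content and length 5038, so neither embryo sex nor GC content explains the count. Summing the WT pairs left 2464, and whether libraries of a pair share tissue or RNA cannot be told from these data. The share of called genes within 5 Mb lay at the 68.1st percentile of windows around *Gt(ROSA)26Sor* and at the 30.9th around *Nkx2-5*. Calls were thus not unusually dense around either locus. These windows held 67 and 186 tested genes, so a few genes changed by linked foreign DNA would hardly move the share. Such DNA is therefore not excluded.

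A *Cre* knock-in that removes 1 allele of its host gene would lower that gene. *Nkx2-5* was not lower by the test fixed beforehand (log2 fold change -0.03, adjusted p = 0.887), and its values spread from 82.6 to 130 CPM in *Nrg1GOF* against 102 to 107 CPM in WT.

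Each library held both *Xist*, made by cells with 2 X chromosomes, and transcripts of 4 Y-linked genes. *Xist* ranged from 135 to 647 CPM and the Y-linked sum from 60.0 to 193 CPM. The library lowest in *Xist* still had 20.9% of the highest library's level, and the library lowest in Y-linked transcripts had 31.1%, where tissue of 1 embryo should lack either of them. The shares of the highest library for *Xist* and for the Y-linked sum added up to between 96.4% and 131% in each library. A candidate explanation is that each library pools ventricles of embryos of both sexes. The design text can be read as naming fewer, and maternal cells and reads shared with X-linked relatives were not tested. WT libraries 1 and 2 had similar Y-linked sums (87.0 and 90.7 CPM), as did WT libraries 3 and 4 (193 and 184 CPM). *Xist* was less alike within the pairs, at 332 and 461 CPM in WT libraries 1 and 2 and 147 and 179 CPM in WT libraries 3 and 4. The second principal component also parts these WT pairs, but it does not follow the Y-linked level across all libraries, since *Nrg1GOF* library 3, with the lowest Y-linked sum (60.0 CPM), lies on the side of WT libraries 3 and 4, and *Nrg1GOF* library 1 (176 CPM) on the side of WT libraries 1 and 2. *Nrg1GOF* library 2 (169 CPM), near 0 on this component, lies on the side of WT libraries 3 and 4, as its Y-linked level does.

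Processed pseudogenes made up 2.05% of tested genes but 5 of the 7 called genes with a log2 fold change of 4 or more. Of the 13 called pseudogenes with a change of at least 1, 9 had a parent gene under the alignment limits. *Gm10020*, *Gm8420*, *Gm5292* and *Rpl15-ps2* rose and *Rpl15-ps3* fell, and all 5 are copies of *Rpl15*, whose own log2 fold change was 0.05 (adjusted p = 0.687). No difference in the sum was detected (edgeR quasi-likelihood adjusted p = 0.824), as a difference in how reads are divided would give. The sum varied too much (SD 49.1 CPM in *Nrg1GOF*) to exclude a change in a single copy. A sequence variant that differs between the genotypes is a candidate cause of a different division of reads. The sums of *Rpl11* and of *Tuba1b* with their copies were not called either (adjusted p = 0.480 and 0.124). *Gm4735*, a copy of *Eno1b* at 99.8% identity, rose by 1.06. *Eno1b* alone (log2 fold change 0.37, adjusted p = 0.00838) and the sum with its copies (0.42, adjusted p = 0.00451) were both called. *Gm7334*, a copy of *Btg3* at 100% identity, rose by 1.92. Its sum with *Btg3* was also called (log2 fold change 0.47, adjusted p = 0.000828), unlike *Btg3* alone (-0.04, adjusted p = 0.903). The sum went from 36.4 CPM in WT to 50.3 CPM in *Nrg1GOF*, and a different division of reads between the 2 genes would not by itself raise it. Because the aligned sequences are identical, the counts do not tell whether *Gm7334* or *Btg3* rose.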
